# RNA editing generates cellular subsets with diverse sequence within populations

**DOI:** 10.1038/ncomms12145

**Published:** 2016-07-15

**Authors:** Dewi Harjanto, Theodore Papamarkou, Chris J. Oates, Violeta Rayon-Estrada, F. Nina Papavasiliou, Anastasia Papavasiliou

## Abstract

RNA editing is a mutational mechanism that specifically alters the nucleotide content in transcribed RNA. However, editing rates vary widely, and could result from equivalent editing amongst individual cells, or represent an average of variable editing within a population. Here we present a hierarchical Bayesian model that quantifies the variance of editing rates at specific sites using RNA-seq data from both single cells, and a cognate bulk sample to distinguish between these two possibilities. The model predicts high variance for specific edited sites in murine macrophages and dendritic cells, findings that we validated experimentally by using targeted amplification of specific editable transcripts from single cells. The model also predicts changes in variance in editing rates for specific sites in dendritic cells during the course of LPS stimulation. Our data demonstrate substantial variance in editing signatures amongst single cells, supporting the notion that RNA editing generates diversity within cellular populations.

## Abstract (web summary)

RNA editing rate detected from bulk RNA-seq data can vary widely. Here, by constructing a hierarchical Bayesian model, the authors report substantial variance in editing signatures detected by RNA-seq data from both single cells and a cognate bulk sample.

The central dogma of biology assumes faithful transmission of information from DNA to RNA to protein. However, changes in DNA methylation or the chromatin state strongly affect not only the flow of information but also its heritability. In addition to these epigenetic alterations, there has been growing interest in investigating the epitranscriptome, or modifications that occur at the RNA level, which can affect both the regulation of gene expression, and what is actually being expressed by directly altering the decoding of proteins.

One type of modification of interest is RNA editing, which involves the dynamic alteration of specific nucleotides in transcribed RNA. The advent of RNA-seq technology has facilitated the identification of RNA editing events in the transcriptome, and numerous studies cataloguing such events in diverse systems have been published^1^,^2^,^3^. RNA editing is mediated by two types of deaminase enzymes: (1) ADARs, which convert adenosine to inosine (A to I); and (2) APOBEC1 (as well as APOBEC3A in humans, as recently described in ref. 4), which converts cytosine to uracil (C to U). RNA editing has been implicated in processes as diverse as neuronal and immune cell development and function^5^,^6^, and oncogenesis and tumour progression^7^,^8^,^9^,^10^. However, the functional relevance of specific editing events, especially when taken in aggregate, is just now beginning to be explored.

Specific RNA editing events found from RNA-seq are typically presented in the literature with their detected editing rates, that is, the number of edited reads divided by the total number of reads mapped to a specific site. RNA editing rates vary widely, from <1 to >90% per transcript per site; in our own analyses using stringent filtering, putative C-to-U sites are edited at an average of ∼15−20% (Supplementary Data 1). To date, most studies have focused on highly edited transcripts (for example, GLUR2 in the brain^11^ and AZIN1 in cancer^12^), on the assumption that those will be most meaningful for function; however, even highly edited transcripts exist in a milieu where the vast majority of edited transcripts are altered at substantially lower levels, raising questions about the biological significance of editing in aggregate. Consequently, two hypotheses have been proposed. The first, proposed by Gommans and Maas, is that the abundance of low-frequency RNA editing events observed from bulk RNA-seq data is an accurate representation of what happens in each cell. Such low-frequency events may be ‘noise', which may still fulfil a biological function as an alternative mechanism to genomic-level mutations for probing potentially advantageous adaptations^13^. The second, alternative hypothesis presented by Pullirsch and Jantsch, is that RNA editing may actually be occurring at very high rates in specific subsets of cells, serving to diversify cell populations^14^.

To test these hypotheses, we sought to compare editing frequencies derived from population-based RNA-seq data with RNA-seq data from single cells. There are a number of factors that affect our ability to detect editing, including site mappability, editing frequency and coverage. RNA editing detection, especially of sites that are not highly edited, is complicated by variations in capture efficiency. This is not a concern in conventional bulk RNA-seq, which is performed using a large amount of cells or tissue, since the loss of even a large portion of the starting material may be tolerated if the remaining fraction can still provide a representative sample of the population's gene expression profile. But these sampling issues substantially impact the ability to detect editing when libraries are made from single cells. As noted by ref. 15, the cumulative losses during library preparation, primarily due to inefficiencies in the reverse transcriptase and PCR amplification steps, can severely impair detection of lowly expressed genes in single-cell RNA-seq, where one is working from extremely limited material. Transcript detection efficiency has been estimated at 20% from single cell RNA-seq^16^. Thus, if an editing event is not recovered in a single-cell data set, it can be attributed to one of two possibilities: either the site was not edited in the cell's transcriptome; or alternatively, edited transcripts mapping to that region may have been present but were not captured during the sequencing library preparation process.

Here we have compared APOBEC1-mediated C-to-U RNA-editing rates derived from single cells with ‘bulk' editing rates recovered from populations of cells. To account for the stochasticity inherent in single-cell RNA-seq, we have taken a statistical approach: we have used a hierarchical Bayesian method to model the levels of variability of rates per site across single cells and in bulk samples, and to quantify the posterior variance of editing rates in single cells. Our approach reveals that while some transcripts are edited with low variance across cells (as predicted by Gommans and Maas), others exhibit high editing rate variance across cells (as hypothesized by Pullirsch and Jantsch). The existence of the latter set of transcripts supports the hypothesis that ‘bulk' RNA editing represents a population average of cells that show a wide spectrum of editing rates. Our work suggests that the sequence diversity contributed by RNA editing might provide subsets of cells with distinct informational content. Further, our work implies that RNA editing might underlie or anticipate the functional heterogeneity apparent in populations of cells of monocytic lineage (for example, the macrophages or dendritic cells we have focused on here), the mechanism for which is currently not understood.

## Results

### RNA editing in populations and in single cells

By comparing wild-type and *APOBEC1*^*−/−*^ bulk RNA-seq data sets, using an in-house pipeline (Supplementary Fig. 1 and Supplementary Table 1), we detected 410 high-confidence C-to-U RNA editing events across 275 transcripts in bone marrow-derived macrophages (Supplementary Data 1). 

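RNA from bone marrow-derived macrophages of wild-type mice was compared with RNA from mice lacking APOBEC1, the cytidine deaminase that converts C to U in transcripts. Progenitors matured with M-CSF, given at 20 ng per ml, and were harvested 7 to 9 days after isolation. There was 1 bulk library per genotype, so the bulk values have no replicates. The authors aligned the reads to mm10 with TopHat2, removed PCR duplicates with Picard and kept C-to-T changes read in the wild-type library and not in the knockout library. Their deposited list gives the gene, annotated region, position, reads covering the site and fraction of those reads edited in the wild-type library. The knockout library entered through that filter only. A listed site was covered by 17 or more reads (median 30), with 15078 reads over all sites, of which 2294 were edited. Edited reads were computed as depth multiplied by rate, and the product was whole within 0.001 at 410 of 410 sites. Intervals on a rate are exact Clopper-Pearson 95% intervals, which cover counting error only, since reads without molecular identifiers are not independent molecules. Positions were matched to the GRCm38 reference, which is the mm10 build, and the reference base was C or G at all 410 sites. The strand of a site was taken from that base, so the count does not test the strand of the gene. Lists of gene groups and most alternative settings were fixed before the data were examined, when the paper's Supplementary Data 1 had already been seen.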

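The highest editing rates were 88.9% in Prkacb, a catalytic subunit of protein kinase A (95% interval 65.3% to 98.6%, 18 reads), 84.1% in the scavenger receptor gene Cd36 (73.3% to 91.8%, 69 reads) and 83.9% in Serinc1 (72.3% to 92.0%, 62 reads). No other site exceeded 50%. Man2a1, a mannosidase of the Golgi, was edited at 41.7%, Sppl2a at 40.5%, the lysosomal membrane gene Lamp2 at 38.5%, Casp6 at 36.4% and the transferrin receptor gene Tfrc at 32.6%. Over the 410 sites in 275 genes, the mean rate was 14.2% ± 8.17 (SD over sites) and the median 11.8%, with 41 sites above 20% and 28 below 10%. In endosome and vesicle traffic, a group defined by gene symbol prefixes, 13 genes with 14 sites were edited, among them Arl8b at 21.7% and Ap1s2 at 21.1%. Of a fixed list of lysosomal genes, which is not complete, 7 with 17 sites were edited, and Tpp1, a lysosomal peptidase, was edited at 15.6%. Among cytokines and their receptors, Igf1 was edited at 20%, Ccl5 at 18.5%, Tgfbr2 at 13.3% and Il18bp at 10.5%. Phagocytic receptors other than Cd36 and Tfrc gave 12.5% in Axl and 11.1% in Msr1. No marker of other cell types and no gene of the C-to-U editing machinery was in the bulk list. An A stood directly 5′ of the edited C at 357 sites (87.1%), against 25.1% of all C within 250 nucleotides of the sites. The edited reads behind a rate were few, with a median of 4 per site and fewer than 3 at 112 sites.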

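Editing fell in the 3′ ends of named macrophage genes almost throughout. The authors' annotation placed 395 of the 410 bulk sites in 3′ untranslated regions of coding transcripts, which is 96.3% (exact 95% interval 94.0% to 97.9%). A further 3 sites, in Cpq, Smarca2 and Msr1, were labelled as 3′ untranslated regions of non-coding transcripts, and with them the share was 97.1%. The exonic sites lay in Bptf, Tmem243, Ube3b, Oasl1 and Gadd45a, with rates of 10% to 11.5%. The intronic sites lay in Itsn2, Slamf7, Mkrn1, Lpl and Nrp1, with rates of 7.41% to 12.5%. A pair of sites fell in exons of non-coding RNAs, Rn45s at 23.9% and 2610001J05Rik at 18.2%. In the GENCODE vM21 annotation of GRCm38, 400 of the 410 sites lay in a 3′ untranslated region, among them 392 of the 395.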

Within this terminally differentiated, homogeneous population of resting macrophages (Fig. 1a), nearly all (97%) of the C-to-U events were found to occur in 3′-untranslated regions of transcripts, similar to what was observed in small intestinal enterocytes^3^. 

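App, the amyloid precursor protein gene, carried the most bulk sites, 12 within 593 nucleotides of its exon 16 on chromosome 16 (84954480 to 84955073), edited at 9.33% to 28.8%. Lamp2 and Atp6ap2, an accessory protein of the vacuolar proton pump, carried 9 each, and Tmem30a carried 8 on chromosome 9. Sh3bgrl and B2m carried 6 each, with those of Sh3bgrl spread over 1874 nucleotides and those of B2m over 162. The sites of Lamp2 spread over 16487 nucleotides of chromosome X, at rates of 10% to 38.5%. Anxa5, by contrast, had 1 site. In all, 205 genes (74.5%) had 1 site and 70 genes (25.5%) shared the other 205 sites, 41 of them with 2 sites and 19 with 3. Neighbouring sites of a gene lay 119 nucleotides apart at the median, with a range of 1 to 22241 over 135 pairs. The mean rate was 12.7% ± 4.21 (SD over sites, n = 205) in genes with 1 site and 15.7% ± 10.6 (SD, n = 205) in genes with several. When only sites with at least 30 reads were counted, 37 genes had several sites.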

Bioinformatically, from bulk data, we observed that C-to-U editing occurred either at a single site in a transcript (termed ‘site-specific' editing) or at a set of distinct sites that were separated by a range of distances within a transcript (termed ‘hyperedited') (Fig. 1b).

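For the measurement in single cells, wild-type macrophages were captured individually on a C1 microfluidic chip, a device that isolates, lyses and reverse-transcribes cells in separate chambers, and 24 single-cell libraries were sequenced with 100-nucleotide reads. The authors aligned these reads as for the bulk libraries and removed PCR duplicates. Their deposited single-cell list holds 171 sites in 89 genes that were edited in at least 3 of the 24 cells, with the fraction of reads edited in each cell. It gives no read depth, so no counting interval can be put on these rates, and its columns carry no cell names. A site without coverage in a cell has no value. Of 4104 values, 3608 (87.9%) had coverage, and 1283 of those were above 0. Per cell, 135 to 164 of the listed sites were covered (median 150) and 32 to 84 showed editing (median 55). The cells differ from replicates of a condition, since the spread between them is the quantity measured, and an SD given over cells holds both that spread and counting error. Read coverage per cell was taken for 3 sites, in B2m, Anxa5 and Cybb, from the paper's Supplementary Data 1, of which the part used here holds 23 of the 24 cells. All 23 rates of each site recurred among the 24 deposited rates.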

To explore if the bulk editing rates, representing population averages, were recapitulated on a per cell basis (Fig. 1c), we performed single-cell RNA-seq on wild-type macrophages. The cells were sequenced to an average depth of 3.8 million 100-nucleotide reads, resulting in an average of 3.5 million mapped reads (1.6 million, after deduplication) per cell. A scatterplot of the fragments per kilobase of transcript per million mapped reads values from the ensemble of reads from the 24 cells compared with the bulk experiment indicated high correlation, with a Spearman correlation coefficient of 0.884 and a Pearson correlation coefficient of 0.908 (Fig. 1d). Robustly expressed transcripts such as B2m showed little variability in expression levels in the single-cell libraries (Fig. 1e). However, that was not the case for all edited transcripts. 

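Both B2m, the light chain of MHC class I, and Spp1, a secreted phosphoprotein, were covered at every listed site in all 24 cells. The modelled sites of Anxa5 and Cybb were covered in all 24 as well. Coverage was lower at the scavenger receptor gene Cd36 (position 17783087, 15 cells), at the acid ceramidase gene Asah1 (15 cells), and at Aplp2 and Cd302 (17 cells each). A pair of Lamp2 sites was covered in 17 and 19 cells. Over the 55 bulk sites that also stand in the single-cell list, the median was 24 cells, and 30 sites in 19 genes were covered in all of them. Bulk depth at the least covered sites ranged widely, from 26 reads at Lamp2 position 38420739 to 74 reads at the Cd36 site. Sites of the bulk list edited in fewer than 3 cells are outside these counts.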

The high confidence C-to-U sites identified from the bulk RNA-seq were covered to varying degrees across the 24 cells (Fig. 1e), with lowly and moderately expressed genes showing the most variability, consistent with previous single-cell studies^17^. However, editing variability did not necessarily correlate with APOBEC1 levels as represented by transcript per million mapped read values (Fig. 1f, bottom).

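Across 23 named cells, the Cybb rate and Apobec1 had negative coefficients that did not pass 0.05 after adjustment. Pearson's r was -0.435 (permutation p = 0.0381, adjusted p = 0.0571) and Spearman's rho -0.385 (permutation p = 0.0712, adjusted p = 0.130). Anxa5 went the other way, with r = 0.503 (permutation p = 0.0147, adjusted p = 0.0441) and rho = 0.366 (permutation p = 0.0864, adjusted p = 0.130). B2m showed no detectable relation, with r = -0.115 (permutation p = 0.598, adjusted p = 0.598) and rho = -0.0879 (permutation p = 0.689, adjusted p = 0.689). Without the 2 cells farthest from the median Apobec1 level, r was 0.272 for Anxa5 (permutation p = 0.232), -0.389 for Cybb (permutation p = 0.0825) and -0.0867 for B2m. On the TPM scale the Anxa5 relation thus rests on those cells. The Cybb coefficient kept most of its size. Its unadjusted p was no longer below 0.05, and its adjusted p had not been below it with all cells. The cell with the highest Cybb rate, cell 11, had 18.2 TPM, and cell 16, with 425 TPM, had 0 edited reads of 13 at Cybb and 9 of 25 at Anxa5. The Apobec1 levels are the paper's, from its Supplementary Data 2, with a median of 171 TPM over 24 cells and a range of 4.32 to 425. All tests were two-sided with 100000 resamples, adjusted by Benjamini-Hochberg over the 3 sites, and these relations were chosen after the files were seen. From these levels beside the heat map of editing, the paper states that editing variability need not follow APOBEC1.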

The sites that are covered generally exhibit C-to-U editing in at least one of the profiled cells (402 out of 410 sites were covered in at least one of the cells; 222 of those sites were also edited in at least one of the 24 cells), and there appears to be a wide range of editing rates for some specific sites (Fig. 1f). For instance, chrX:9436449 on the uniformly well-covered transcript Cybb is edited in 61.5% of the reads mapping to that site in cell 6 (compared to just 23% in the bulk experiment), while the same site isn't edited at all in 11 other cells where the site is covered. Similarly, chr3:36449030 on the Anxa5 transcript exhibits a range of 0-36% editing in the 24 cells (26% in the bulk). 

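Editing ranged from 0 to over 80% between cells at several genes. Nptn, the neuroplastin gene (position 58652193), was edited in 14 of 23 covered cells, at 23.7% ± 28.8 (SD over cells) with a maximum of 85.7%. Degs1, a desaturase of ceramide synthesis, gave 17.0% ± 28.3 with editing in 7 of 22 cells, and Ybx3 12.6% ± 25.4 with editing in 6 of 21. Atp6ap2 gave 20.7% ± 27.4 at 12616387, with a maximum of 93.3%, and 13.6% ± 22.4 at 12616196, with a maximum of 78.6%. Arl8b, Klhl9, Rnase4 and Sh3bgrl followed, with SDs of 22.4, 21.6, 21.5 and 21.2 percentage points. At the other end, the Spp1 site 104440920 varied least, at 5.14% ± 2.93, and was edited in all 24 cells, as were 2 further sites of Spp1 and 5 of B2m. Canx, a chaperone of the endoplasmic reticulum, was edited in 22 cells. Among all 171 listed sites, 86 had a covered cell at 0 and another above 50%, and 139 were edited in fewer than 12 cells.

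**Figure D1:**
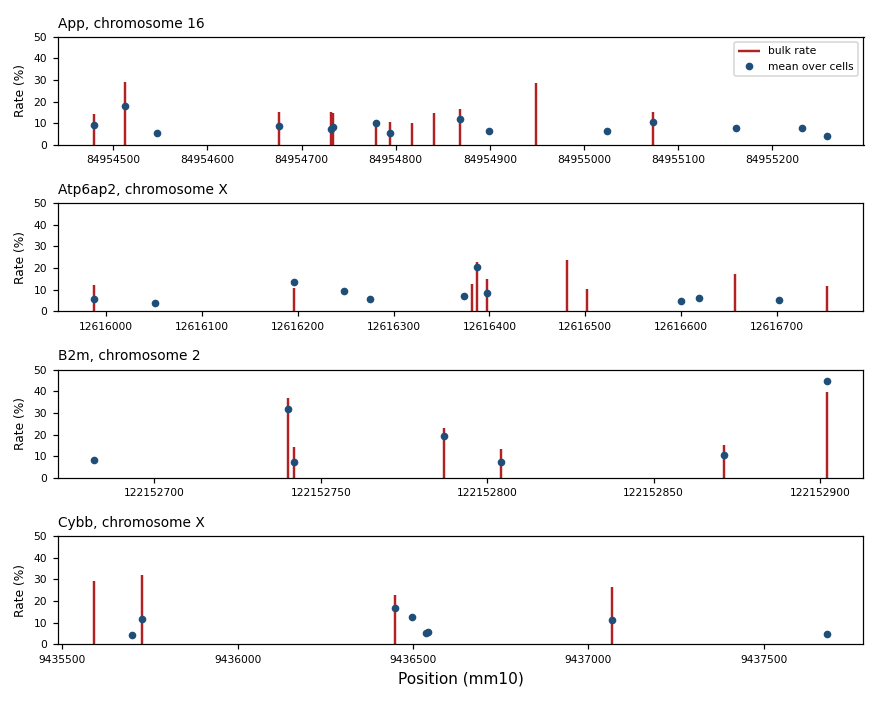
Editing along 4 transcripts, position (mm10) against editing rate (%). Red lines give the bulk rate and blue points the mean over covered single cells. At the B2m site 122152902 the mean over cells lies above the bulk rate, and at the other B2m sites in both lists below it.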

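Of the 171 single-cell sites, 55 in 28 genes stood in the bulk list as well. The mean over covered cells was below the bulk rate at 51 of these 55, and above it at 1 site each of App, Atp6ap2, B2m and Degs1. The ratio of the mean over cells to the bulk rate was 0.583 at the median, with a range of 0.242 to 1.25. The bulk list keeps sites by their bulk rate, and the mean weights cells equally, so these ratios alone do not show lower editing in single cells. Pooled over reads, known at 3 sites, the rate was 21.4% at Cybb, 15.3% at Anxa5 and 44.5% at B2m. The bulk rates there were 22.9%, 25.8% and 39.8%. Sites edited more in bulk were edited more over the cells, with Pearson's r = 0.742 (permutation p = 1e-05) and Spearman's rho = 0.609 (permutation p = 1e-05), each p the smallest that 100000 resamples give. Without the 2 sites farthest from the median bulk rate, r was 0.574. These correlations run across sites, several of them in a single gene, and sites are not independent replicates. App had 15 single-cell sites, 9 of them in the bulk list, Atp6ap2 had 11 with 4 in the bulk list, and Nptn, Cd36 and Msn had 7 each.

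**Figure D2:**
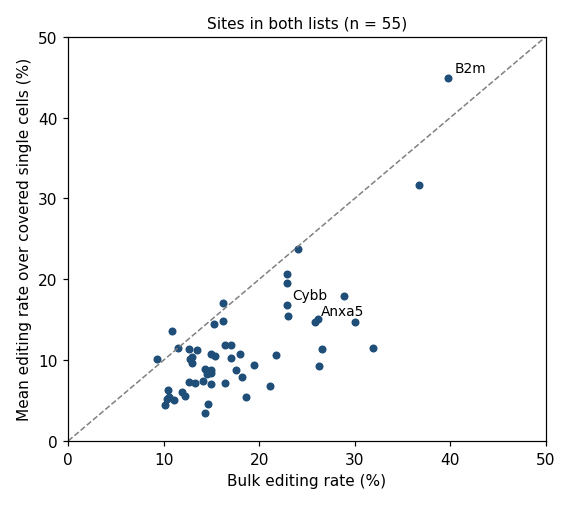
Bulk editing rate (%) against the mean rate over covered single cells (%) for the 55 sites in both lists, one point per site. The dashed line marks equal rates, and 51 points lie below it.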

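Cybb encodes the large membrane subunit of the phagocyte NADPH oxidase. At position 9436449, in the 3′ untranslated region of its exon 13, the rate was 16.8% ± 20.7 (SD, n = 24 cells), with 13 cells edited and a mean of 31.0% among those. By the coverage in Supplementary Data 1, cell 6 had 8 edited reads of 13 (61.5%, exact 95% interval 31.6% to 86.1%) and cell 11 had 41 of 57 (71.9%, 58.5% to 83.0%). Of the 11 covered cells without editing, 10 are named there, with 9 to 44 reads each and 243 in all, which allow rates of up to 8.04% in the best covered cell and 33.6% in the least covered. The 7 other Cybb sites of the single-cell list were edited in 5 to 14 cells each. Position 9437067, edited at 26.5% in bulk, reached 77.8% in a cell, and position 9435726, at 31.9% in bulk, reached 37.9%.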

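Anxa5 encodes annexin A5, which binds phosphatidylserine. Its site was edited in 22 of 24 cells, at 14.8% ± 9.25 (SD, n = 24 cells) with a median of 14.5%. Cell 16 had the highest rate, with 9 edited reads of 25 (exact 95% interval 18.0% to 57.5%). Cells 1 and 17 had none, with 27 and 25 reads, which allow rates of up to 12.8% and 13.7%. Coverage over the 23 cells ran from 15 to 50 reads, with a median of 27. Pooled over them, 104 of 680 reads were edited, 15.3% (exact 95% interval 12.7% to 18.2%), below the share in the 93 bulk reads (Fisher's exact test on reads, two-sided p = 0.0164, comparing these libraries only). The interval and the test take all pooled reads as drawn at the same rate, so they leave out differences between cells.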

While these examples are suggestive of editing heterogeneity, given the stochasticity inherent in single cell data, a more sophisticated statistical framework is required to assess if a specific site is indeed being edited at variable rates.

### Hierarchical Bayesian model for editing rates

The biological problem to be modelled can be described in the following statistical context (discussed in complete detail in the Supplementary Methods). First, we select an editable site of interest on a given RNA transcript, and its associated probability of editing. The transcript can be modelled as a coin, with a probability of falling on ‘Heads' when tossed equal to the associated editing probability (not necessarily 50%). We can think of each single cell *j* as consisting of a stack of coins (with each coin corresponding to the same site on a different copy of the transcript), each having the same probability of falling on ‘Heads', denoted by *p*_*j*_. Finally, we can think of the population of cells as a bag full of stacks of coins, where the probability of ‘Heads' for each stack is drawn from an unknown distribution on [0, 1]. The variance of this distribution quantifies the diversity among editing rates of different cells (or stacks of coins). The single-cell experiments correspond to randomly picking *J* stacks from the bag and tossing some of their coins, whereas the bulk experiment corresponds to randomly picking a large number of individual coins from the bag, after emptying all the stacks in and mixing them together.

More formally, for a fixed genomic coordinate and given single cell *j*, we denote by *x*_*j*_ the number of edited reads, *n*_*j*_ the corresponding total number of mapped reads and *p*_*j*_ the probability of editing (or editing rate). Similarly, we denote by *x*, *n* and *p* the number of edited reads, total number of reads and editing rate, respectively, for the bulk RNA-seq experiment. *v* will be the variance of editing rate among cells.

The first component of our hierarchical model is a binomial distribution:

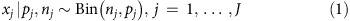

Using our analogy, this models the probability of observing *x*_*j*_ ‘Heads' when tossing *n*_*j*_ coins, where *pj* is the probability of getting ‘Heads.' In this case, the binomial distribution is a natural choice. The second component of the hierarchy is used to couple together the different editing rates {*p*_*j*_}^*J*^_*j*=1_, through

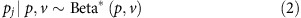

Here Beta represents the beta distribution in the non-standard mean/variance parametrization, as detailed in the Supplementary Methods.

Assuming that the *J* single cells are randomly sampled from the bulk RNA-seq experiment and that the number of cells *n* comprising the population of a ‘bulk' RNA-seq data set is large (at least 10^5^ cells), the mean editing rate is well approximated by its standard mean estimator

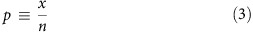

That is, since the number of cells *n* that comprise the population of a ‘bulk' RNA-seq data set is typically large, the mean editing rate is accurately approximated by its standard mean estimator.

Note that *v*∈[0, *p*(1−*p*)] is highly interpretable, with *v*=0 corresponding to identical editing rates across cells (no variability) and *p*(1−*p*) corresponding to the largest possible editing rate variability allowed by the model.

### Bayesian inference

The previous section specified a hierarchical statistical model such that, for each edited site, the model is parametrized by the editing rates {*p*_*j*_}^*J*^_*j*=1_ and their variance *v*. Because we assume that the edited sites can be treated independently, we can restrict attention to just a single genomic location, for which we can estimate the posterior distribution by applying Bayes' rule and the appropriate Markov chain Monte Carlo algorithms (Supplementary Methods).

An important part in building a successful Bayesian model is the choice of the prior. Formally, the prior distribution encodes our *a priori* uncertainty with respect to the model parameters. To derive a prior distribution on the variance among editing rates, denoted by *P*(*v*), we take a Bayesian approach to construct ‘penalized complexity' (PC) priors, as proposed recently in^18^. PC priors aim to provide useful statistical regularization in the absence of detailed subjective prior knowledge through a principled approach to prior construction. They are predicated on Occam's principle that the simplest ‘base' model (0) should be preferred to more complex alternatives(*v*). PC priors are therefore well suited to investigate the scientific null hypothesis (*v*=0).

More specifically, the PC prior is defined by placing an exponential distribution *P*(*d*)=*λe*^−*λd*^ on the distance 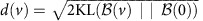, where KL((*v*)||(0)) is the Kullback–Leibler divergence between the distributions(*v*) and(0). This explicitly penalizes model complexity, quantified in terms of distance to the base model. Since the Kullback–Leibler distance is parametrization invariant, it follows that so is the PC prior *P*(*v*). The prior specification is completed by assuming that the probability of the variance being greater than some value *v*_L_ is smaller than a chosen threshold—in this case, 0.01. In mathematical notation, *P*[*v*>*v*_L_]<0.01 (Supplementary Methods and Supplementary Fig. 2). Results in this paper were based on a conservative prior that assumes little variability (*v*_L_=0.142).

The posterior density of *v* provides a quantification of RNA editing variance. Statistically, this can be formalized through the calculation of highest posterior density (HPD) credible intervals (a Bayesian analogue of confidence intervals), where a 95% HPD interval *C* for *v* means that the probability of *v* falling in *C* given the observed data *D* is at least 95%. Thus, HPD intervals enable direct probability statements about the chance of *v* falling in *C*.

### Sensitivity analysis and validation of Bayesian model

To test the model, we performed simulations using artificial data sets comprising of *J*=20 cells exhibiting high levels of editing variance for a theoretical site, generated by randomly sampling the number of edited reads to attain effective editing rates only in the region of 0−5% and 95−100%.

To assess the effect of the number of reads mapping to an edited site on inference, simulations were run for varying levels of coverage while fixing all other parameters (Fig. 2). The first column of Fig. 2 compares the posterior and prior editing rate variances. Even with as few as 10 mapped reads per cell, the model is still capable of detecting the high variance in the data since the posterior mass is shifted away from the vicinity of zero. Similarly, the modes of the posterior editing rates per cell (second column of Fig. 2) exhibit large variation irrespectively of coverage. The third column of Fig. 2, illustrating the posterior and prior marginal editing rates, shows the distribution of editing rates among cells. While for coverage ≥20 we observe clustering of the editing rates in the regions of 0−5% and 95−100% as expected, this is not so clear for coverage ≤10, indicating that this coverage might not be sufficient to accurately capture variability.

Figure 3 demonstrates in an analogous manner the role of the number of cells in inference. For artificial data with high editing rate variability and with presumed coverage of 20 reads per site per cell in each data set, our ability to learn from data via the model is not perturbed by the number of cells, with even as few as *J*=5 cells appearing to be sufficient to detect high editing rate variance.

To further validate our model, we ran simulations on two distinct data sets: one with very high variance (Fig. 4a), sampling editing rates in the region of 0−5% and 95−100%, and one with very low variance (Fig. 4b), with editing rates sampled from the region of (45, 55%). In the former case, the posterior distribution of the variance parameter *v* (hereafter referred to as simply the posterior variance) is shifted away from zero, as expected for high variance in editing rates, whereas in the latter scenario, it shifts in opposite direction accumulating towards zero. When the variance is high, the posterior editing rates per cell are dispersed. In contrast, they concentrate around the bulk mean of 0.5 when the variance is low. The marginal editing rate histogram exhibits fat tails when the sampled editing rates come from extreme quintiles, while it is peaked around the bulk mean of 0.5 when there is nearly no editing rate variance.

We also ran simulations on the model using editing rates more in the range of what is observed physiologically (Supplementary Fig. 3), using *J*=20 cells and coverage at 20 reads per site. Minimal variance (mass still centred at 0) is observed when sampling single-cell editing rates over the range of 0–20% (with bulk mean at 10%; Supplementary Fig. 3a) or from the wider range of 20–50% (with bulk mean at 35%; Supplementary Fig. 3b). The posterior variance shifts from 0 when the artificial data set samples from the region of 5–15% and 40–50%, with the shift being more marked when the bulk mean is in between these two regions (bulk mean at 35%; Supplementary Fig. 3c) instead of within one of those ranges (bulk mean at 10%; Supplementary Fig. 3d). This indicates that the bulk mean does have a significant effect on how much variance is observed, which is consistent with expectations: small variability means that editing rates among cells are very similar and consequently also very similar to their average.

In an attempt to test the model on an experimental condition where there should be no editing rate variance, we looked for a heterozygous genomic SNP in the RNA-seq data pooled from the 24 single macrophages sequenced (since the cells were all taken from the same mouse). We screened the pooled RNA-seq data for genomic common, coding biallelic variants in dbSNP 138, and found that the mouse sequenced was potentially heterozygous at 47 sites (that is, expressed both the annotated reference and alternate bases, with the alternate base occurring 15−85% of the time). However, coverage across the 24 cells for these 47 sites was poor and the cells exhibited expression from only one of the two alleles for many of the sites, consistent with previous reports^19^,^20^. Therefore, variance was actually not low in this situation as expected, so this did not prove to be a useful control.

### Model suggests editing rates differ in single macrophages

The use of artificial data allowed us to derive certain constraints: minimally, the model requires some level of local read coverage (≥10 reads for 20 cells, ideally ≥20 reads) and a minimum number of cells queried (≥5 cells with a minimum of 20 reads per cell). However, by these standards, most editable sites, identified from bulk RNA-seq data, are insufficiently covered within single-cell data sets to be tested with the model. For example, whereas 275 genes are identified as edited within the bulk macrophage data sets, only 29 of them are consistently detected as expressed in scRNA-seq data (expressed at any level in all 24 single cells), and only 18 sites in 11 genes show sufficient coverage over the editable site by our more stringent guidelines of having at least 20 reads covering a site in at least 20 cells (80 sites exhibit at least 5 cells with at least 20 reads covering a site; and only 9 sites in 4 genes, 6 being in the single transcript B2m, show at least 20 reads in all 24 single cells).

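B2m, Anxa5 and Cybb lie on chromosomes 2, 3 and X, and each modelled site falls in the 3′ untranslated region, in exon 4 of B2m and exon 13 of the others. The B2m site at 122152902 was edited at 39.8% in bulk (43 edited reads, exact 95% interval 30.5% to 49.7%), and its surroundings from 122152887 to 122152917 read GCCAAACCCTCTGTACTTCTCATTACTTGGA. The 5 other B2m sites were edited at 36.7%, 22.9%, 15.4%, 14.1% and 13.3%, on 96 to 104 reads each. At Anxa5, 25.8% of 93 bulk reads were edited (17.3% to 35.9%), and the sense strand from 36449045 to 36449015 reads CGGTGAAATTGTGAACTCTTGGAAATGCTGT. At Cybb, 22.9% of 70 bulk reads were edited (13.7% to 34.4%), and the sense strand from 9436464 to 9436434 reads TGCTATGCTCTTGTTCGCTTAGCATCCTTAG. An A precedes the edited C in B2m and Anxa5, and a T in Cybb.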

We have chosen to apply the model to three editable sites within three distinct transcripts: B2m (well covered and near 100% edited in bulk RNA-seq data, though the editing rate is 13–40% at six specific positions within the transcript); Anxa5 (well covered, 26% edited in bulk RNA-seq data); and Cybb (well covered, bulk editing rate of 23%). For these sites, we computed the prior and posterior distribution of the variance (plotted in Fig. 5). Further, for these sites we computed the 95% HPD credible intervals, from the posterior distribution of the variance. The computation shows that *v*=0 is not contained in the 95% HPD interval of the posterior distribution of *v* for any of the three tested sites. This can be seen as analogous to rejecting the hypothesis ‘there is no variability' with *P* value that is ≤0.05, and is exactly determined by the area under each curve (that is, 95% of the area under the posterior distribution of *v* is contained within the 95% HPD interval). 

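Cybb had the largest variance of editing rates, with a posterior mean of 0.0631 (95% HPD interval 0.0371 to 0.0908), Anxa5 an intermediate one of 0.0247 (0.0101 to 0.0411) and B2m the smallest, 0.0102 (0.00332 to 0.0184). The square roots of these, as an SD around the fixed bulk rate, are 25.1, 15.7 and 10.1 percentage points. The SD of the observed rates over 24 cells, which holds counting error too, was 20.7 at Cybb, 9.25 at Anxa5 and 11.0 at B2m. At Anxa5 and Cybb the fitted values are thus larger than the observed spread around the cells' own mean. The posterior probability that v is larger at Cybb than at Anxa5 was 99.3%, and larger at Anxa5 than at B2m 95.8%. With the mean set to the pooled rate of the cells instead of the bulk rate, the order of Anxa5 and B2m turned, with v at 0.00526 (0.000146 to 0.0112) for Anxa5 and 0.00849 for B2m. These values come from a beta-binomial likelihood on 23 cells with the mean fixed at the bulk rate and an exponential prior on v that leaves a probability of 0.01 above 0.142, which is the tail condition the paper states. The form of the prior differs from the paper's, which is set on a distance between models. Reasoning from HPD intervals of this kind, the paper states that a variance of 0 falls outside them at all 3 sites.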

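Reads edited at Cybb were spread over the cells more unevenly than chance allots them, with a chi-square of 198 on 22 degrees of freedom (permutation p = 1e-05, adjusted p = 1.5e-05). B2m gave a chi-square of 64.1 (permutation p = 1e-05, adjusted p = 1.5e-05) and Anxa5 one of 39.6 (permutation p = 0.0114, adjusted p = 0.0114). The test reallocated the edited reads of a site at random among the reads of the 23 cells 100000 times, one-sided, so that 1e-05 is the smallest p it can give, and was adjusted over the 3 sites. For B2m the cells had 39 to 82 reads and for Cybb 9 to 60. The test compares the reads of these cells, and duplicate amplification of a molecule would count as several reads.

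**Figure D3:**
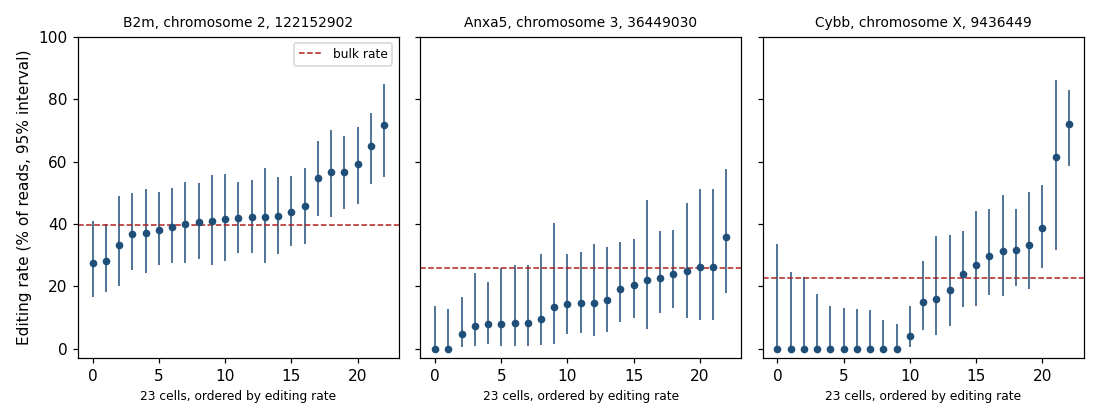
Editing rate (% of reads) with exact 95% intervals in 23 single macrophages at the modelled sites of B2m, Anxa5 and Cybb, cells ordered by rate within each panel. The dashed line is the bulk rate, and 10 of the 23 cells lie at 0 for Cybb, against 2 for Anxa5.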

The non-zero variance indicates that there is heterogeneity in editing rates amongst the 24 cells profiled (Fig. 5).

Note that the Bayesian approach is not limited to testing the hypothesis of *v*=0. The posterior distribution of the editing rates, shown in the third column of Fig. 5 is highly interpretable: it can be thought of as a histogram of editing rates of different cells from the bulk experiment. 

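All 24 macrophages edited the B2m site, at 44.9% ± 11.0 (SD, n = 24 cells), and every cell lay between 27.6% and 71.8%. The median over cells was 41.9%, with 17 of 24 below 50%. Pooled over 23 cells, 650 of 1461 B2m reads were edited, 44.5% (exact 95% interval 41.9% to 47.1%). Under the fitted distribution, 93.3% of cells would have a B2m rate of 25% to 75%, and 84.8% one of up to 50%. The neighbouring B2m sites were edited less, with means over cells of 31.7% ± 8.34 at 122152740 and 19.5% ± 8.07 at 122152787 (SD, n = 24).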

In the case of B2m, the posterior accumulates mostly between [0.25, 0.75], with less mass in the end points, indicating that an arbitrary single cell is likely to be edited with an editing rate ∼50%. 

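No macrophage had an Anxa5 rate above 50%, and 21 of 24 were at or below 25%. Under the distribution fitted with the bulk mean, 91.9% of cells would have an Anxa5 rate of up to 50%, 53.8% one of up to 25% and 5.88% one of up to 5%. Of the cells, 4 of 24 were at or below 5%.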

For Anxa5, we see that most of the mass is concentrated in the [0, 0.5] interval, indicating that editing rates vary but are not likely to be very high (more than 50%). 

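At Cybb, 12 of 24 macrophages had a rate of up to 5%, 8 a rate between 25% and 75%, and 2 a rate above 50%. The fitted distribution puts 33.9% of cells at up to 5%, 64.9% at up to 25% and 16.3% above 50%. Pooled over 23 cells, 170 of 796 Cybb reads were edited, 21.4% (exact 95% interval 18.6% to 24.4%), which did not differ detectably from the bulk reads (Fisher's exact test, two-sided p = 0.762).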

Finally, in the case of Cybb, we see that most of the mass is around 0, with a spread of the remaining mass in the rest of the interval, indicating that the majority of cells are unedited, but that the cells that do edit may do so over a wide range of rates.

### Experimental validation of model-predicted heterogeneity

To validate our model's predictions of substantial cell-to-cell RNA-level sequence variability, we used a modified reverse transcription (RT)–PCR amplification protocol, to amplify regions of specific transcripts (containing editable sites) using barcoded RT primers from single cells (method diagrammed in Supplementary Fig. 4). These amplicons were cloned into bacteria, followed by standard Sanger colony sequencing. Because RT primers were barcoded, PCR duplicates could be discriminated, and each cDNA sequence illustrated in Fig. 6 represents sequence information originating from a single contiguous transcript segment within a single cell. A number of sequences with distinct barcodes would represent a fraction of transcripts (and their modifications) within one cell, allowing us to probe specific transcripts with substantial depth.

For this validation work, we chose to focus on three regions surrounding editable sites within three macrophage transcripts: B2m; Anxa5; and Cybb. All three transcripts were well covered in RNA-seq data from the single cells (Fig. 6a) but fall into two distinct classes with regard to our model, with the posterior marginal editing rate histograms exhibiting either negative exponential (for example, Cybb) or unimodal (for example, B2m and Anxa5) distributions (Fig. 5, right). For each of the three gene regions studied, we collected and analysed 20 distinct transcripts per cell, from at least 8 single cells, derived from mice distinct from those that gave rise to the bulk RNA-seq and single-cell RNA-seq data. We recovered two types of amplicons: completely unedited amplicons (denoted in grey in Fig. 6b–d); and edited amplicons (denoted in red, Fig. 6b–d), which in some cases showed editing at multiple, unexpected sites, even when they showed no editing at the site predicted bioinformatically from bulk RNA-seq data (Supplementary Fig. 5a).

Furthermore, the single transcript sequence data we generated with this method align well with model predictions. When we analysed amplicons representing regions in the Cybb transcript, our data demonstrate that cells in which Cybb is nearly fully edited (for example, cell #1, 2 and 6) co-exist in the population with cells that are hardly edited (for example, cell #4). Amplicons for Cybb from additional single cells are shown in Supplementary Fig. 5b, and indicate a similar distribution. These data are in agreement with the posterior distribution produced by the model (Fig. 5c, column 3). For B2m, although the transcripts are edited in almost every cell, there still is substantial diversity in the location of editing per transcript, and editing at the site queried by the model is ∼50% (Fig. 6b). Similarly, our targeted single-cell amplification and sequencing data indicated that the editable site queried in the Anxa5 transcript was roughly uniformly edited, as predicted by the model. These data also demonstrate that Anxa5 transcripts are substantially hyperedited, which was not apparent from the bulk RNA-seq data. Our data therefore imply that transcripts that were previously described as edited at a single site from bulk RNA-seq data (due in part to the stringent filtering used in bioinformatics algorithms to identify editing) may actually be edited throughout their length, and could actually be classed as ‘hyper-edited.'

### Editing profiles for dendritic cells shift on stimulation

To investigate if the model could detect the biological regulation of editing rates, we applied our model to a single-cell RNA-seq data set profiling bone marrow-derived dendritic cells under various stimulation conditions^16^. Shalek *et al*. showed that while these dendritic cells are transcriptionally and genomically homogeneous while at rest, they quickly separate into two groups in response to lipopolysaccharide (LPS) stimulation: a group of ‘early responders' and a group that eventually catches up later in the response. To investigate if RNA editing may be anticipating the emergent diversity of this population, we applied our model to 20 single-cell RNA-seq data sets and the bulk RNA-seq data set for each of the following conditions: 0 (or unstimulated); 1; 2; 4; and 6 h after LPS exposure^16^. Compared with macrophages, dendritic cells express lower levels of APOBEC1 at the bulk level and are highly variable in terms of APOBEC1 expression at the single-cell level (Supplementary Data 2). We focused on the same sites that were evaluated in macrophages in B2m (Fig. 7), Anxa5 (Fig. 8) and Cybb (Fig. 9), finding that they were generally well covered and edited to some degree in the single dendritic cells as well (Supplementary Data 3). As with the macrophages, we found that there is substantial (or at least, non-zero) variance in editing rates for the selected sites in the 20 dendritic cells assessed at each time point, with the variance interestingly being consistently higher for all three sites in the unstimulated cells compared with cells that had been exposed to LPS for 2 h. Given that the 95% HPD intervals for the posterior distributions of variance for unstimulated compared with 2 h do not overlap for Anxa5 and Cybb suggests that editing at these two sites shows significantly less variability in the stimulated population compared with the unstimulated cells (forest plots in Figs 8 and 9; HPD intervals provided in Supplementary Data 4). The biological relevance of this regulation (and how it occurs) is unclear at the moment, but this result makes some intuitive sense given that unstimulated dendritic cells should be more plastic than cells that have been exposed to a specific pathogen and have already begun going down a specific response pathway. It is also feasible that editing that occurs in a small subset of cells (for instance, Cybb in Fig. 9) at time 0, might ‘pre-determine' the fate of those cells (for example, towards becoming early responders) with the rest of the population catching up soon thereafter.

## Discussion

The idea of variability in RNA editing rates as a mechanism for increasing functional heterogeneity across cell populations is an intriguing new possibility that has thus far been largely overlooked. Here, using APOBEC1-mediated RNA editing as a model, we demonstrate that there is a significant range in editing across different single cells, supporting the hypothesis presented in ref. 14. However, transcripts that are edited at a uniform level even within single cells also exist (for example, Anxa5, as predicted by ref. 13).

To arrive at this conclusion, we used RNA-seq to quantify editing in single cells. The normalization of single-cell RNA-seq libraries is the biggest challenge to accurate quantification, given the high variability in capture efficiency from cell to cell^21^. One method to address this problem is to use unique molecular identifiers (UMIs) to tag reads originating from either the 5′- or 3′-end of a given mRNA transcript with a unique sequence^22^. However, since UMIs cannot currently distinguish if reads originating from the interior of a transcript came from different molecules, and C-to-U edited sites are generally covered by internal reads due to RNA editing occurring most frequently at sites distal to the 3′-end, UMIs are not especially useful for evaluating relative rates of editing. Another normalization approach frequently used is to spike-in External RNA Control Consortium (ERCC) standards to control for variation in capture efficiency from library to library^21^. Though useful in comparing the amounts of mRNA captured per cell, ERCC spikes have limited applicability to the problem of editing rates, which relates directly to the amounts of capture of specific transcripts and the sequence variability in between them that is due to editing.

Because of the shortfalls of these experimental approaches, we have used statistical modelling to deconvolute technical and biological effects in assessing the variability of RNA editing rates across single cells. An assumption of the modelling is that RNA-seq samples from the transcriptome in a completely unbiased manner, when in actuality, RNA-seq libraries exhibit a 3′-transcript and GC-content bias^23^. However, it is unlikely that an edited read is more or less likely to be sampled than an unedited read mapping to the same region unless it is substantially hyperedited (or ‘ultra' edited^24^), which is often the case with ADAR editing, but not with APOBEC1-mediated editing.

The model is also robust to errors due to RT–PCR, or sequencing. We note that reverse transcriptase has characteristic features (which include error rate—roughly 1/1,500 to 1/30,000 bases^25^ and also preferred misincorporation profiles^26^,^27^). Second, our single-cell Sanger sequencing validation data demonstrate additional non-deaminase-mediated base transitions (for example, Supplementary Fig. 5a), which are likely the result of sequencing error at the level of PCR amplification (estimated to occur at a rate of 1–6 errors per 1,000 bases^28^), and exhibit recurrent C-to-T mismatches from the reference in distinct transcripts, with non-identical barcodes (Supplementary Fig. 5). The likelihood that RT error (and not enzymatic deamination) would give rise to such nucleotide transitions at similar locations within different transcripts is negligible.

In performing the biological validation for this work, we found substantial, largely unexpected editing neighbouring the predicted sites that were simulated. The occurrence of many events over hundreds of base pairs in a single molecule cannot be detected by conventional RNA-seq, which relies on short reads to reconstruct transcripts. The advent of single-molecule sequencing (for example, Pacific Biosciences) should improve our ability to detect editing along specific, contiguous transcripts. Future work will be geared towards modelling editing profiles for all editable transcripts per cell, allowing for a comparison of individual cells by editing signatures, in analogy to population classification based on expression profiles.

Overall, the model presented here can only be used to build reasonable confidence intervals for sites that are highly covered in single-cell RNA-seq data, which limits the number of sites we can evaluate. Poorly covered transcripts are truly representative of few mRNA molecules, exacerbating issues of sampling, especially in the context of editing (Supplementary Fig. 6 and Supplementary Table 2). Thus, our analysis must be strictly limited to well-covered transcripts. Within those constraints, the model predicts that some sites show high variance and we provide experimental validation for one of these (Cybb) here. The finding of one such site (out of only three evaluated) allows us to predict that a subset of transcripts that are edited follow the Pullirch and Jantsch models, and thus that RNA editing does generate sequence heterogeneity within populations. We expect that the technical limitations that result in poor libraries will be substantially ameliorated in the future, rendering this model increasingly useful. On the basis of our current data, we establish that to accurately capture the full range of editing variability, individual sites have to be covered by at least 20 reads per cell (as a conservative estimate), although as few as 10 reads per cell appears to be sufficient for detecting significant variance in editing rates. We therefore argue that the 50,000−100,000 reads deemed the minimum needed for single-cell differential gene expression^29^ are insufficient for the purposes of evaluating the status of epitranscriptomic changes, as they require higher per-base coverage (in contrast to per-gene coverage).

Despite these caveats, we were able to validate experimentally using targeted single-cell RT–PCR the statistical model's prediction of substantial sequence heterogeneity from cell to cell for specific edited sites in macrophages and dendritic cells. This result is especially notable because data from either cell type suggest that there are no significant gene expression differences between individual cells while at rest. Furthermore, we find few if any gene expression differences that are dependent on editing at the population level. However, macrophages and dendritic cells are known to acquire substantially different functional attributes within minutes of stimulation^16^. We hypothesize that the editing-dependent variability in mRNA sequence, which results in robust differences in translation (Rayon-Estrada *et al*., submitted), anticipates the phenotypic heterogeneity observed on stimulation.

The statistical framework introduced here has numerous potential applications. The model can be used to determine if the editing profiles of specific sites are regulated (as demonstrated in this study for LPS stimulation), for instance, under different environmental conditions, or between developmental or cell cycle states. This model can also be easily adapted to examine other RNA modifications at single-nucleotide resolution, including ADAR-mediated RNA editing, pseudouridylation and m6A methylation. It may be especially useful in the study of single cells taken from tumours (for example ref. 30), which, like immune cells, are known to be highly heterogeneous in terms of function. Indeed, multiple recent papers have shown that RNA editing is elevated in many different types of cancer, and thus may play a role in diversifying the transcriptome to a tumorigenic effect^8^,^9^,^10^. Overall, editing-induced sequence variability at the transcriptome level could prove to be as informative as DNA somatic mutations for cellular differentiation and manifestations of disease.

## Methods

### Data sets

We prepared RNA-seq libraries from bone marrow-derived macrophages (both bulk and single cell). Single-cell and bulk libraries prepared from dendritic cells that were unstimulated. Dendritic cells exposed to LPS for 0, 1, 2, 4 or 6 h from ref. 16 were also used (data downloaded from NCBI GEO accession number GSE48968—see Supplementary Data 5 for SRA coordinates).

### Cell culture

Bone marrow was flushed from femurs of 6- to 8-week-old wild-type (Jackson Labs, Bar Harbor, ME) or *APOBEC1*^*−/−*^ (courtesy of NO Davidson, Washington University in St. Louis) C57BL/6J mice. To obtain bone marrow-derived macrophages, cells were cultured in DMEM, supplemented with FBS, non-essential amino acids, beta-mercaptoethanol and 20 ng ml^−1^ macrophage colony-stimulating factor (M-CSF) (Peprotech, Rocky Hill, NJ) on bacterial plates. One day after initial isolation, the cells were replated at 2 million cells per 10 ml media (per 100-mm dish). Half of the media was replaced every 3–4 days. Seven to nine days after initial isolation, the cells were checked for maturation by FACS (Cd11b+, F4/80) and collected.

### RNA-seq library preparation

To generate single-cell libraries, wild-type bone marrow-derived macrophages were flowed into a C1 IFC for mRNA seq (10–17 μm) chip using the Fluigidm system. Lysis, RT and PCR were performed using the SMARTer Kit designed for the C1 (Clontech, Mountain View, CA). The efficiency of chip loading (capture) was confirmed by microscopy and any of the wells that contained either none or more than one cell were noted and discarded from further library preparation and analysis. In all, 24 single cDNA libraries were selected for library preparation on the basis of concentration and size range, as determined via Agilent Bioanalyzer. Sequencing libraries were made from the cDNA using the Nextera XT DNA Sample Preparation Kit (Illumina). To generate conventional bulk RNA-seq libraries, total RNA was extracted using Trizol (Invitrogen, Grand Island, NY) from 500,000 to 1,000,000 macrophages of each genotype (wild type and *APOBEC1*^*−/−*^). A unit of 1 μg of the total RNA collected per condition was then treated with DNase, and then processed using the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (NEB, Ipswich, MA).

### Sequencing and alignment

Libraries were sequenced on the Illumina HiSeq 2000, generating 100-nucleotide, single-end reads. Reads were trimmed for quality and adapters using Trim Galore!, and then aligned to mm10 (using the reference sequences and annotations provided by iGenomes (Illumina)) using Tophat2 (ref. 31), allowing only unique alignments and up to 2 mismatches per 20-nucleotide segment. Gene expression was determined using Cufflinks^32^. The correlation of gene expression between the ensemble of single cells and the bulk was calculated using the Spearman and Pearson correlation coefficients. Potential PCR duplicates were removed from single cell alignments using Picard (http://broadinstitute.github.io/picard).

### RNA editing detection pipeline

APOBEC1-dependent C-to-U RNA editing was detected from the bulk RNA-seq data sets using a modified version of our previously published bioinformatics pipeline^3^ (Supplementary Fig. 1 and Supplementary Table 1). Briefly, a vector consisting of the number of A's, T's, G's and C's that occurred at each coordinate was constructed from the SAMtools pileup^33^ for both the wild-type and *APOBEC1*^*−/−*^ bulk RNA-seq alignments that were deduplicated using Picard (http://broadinstitute.github.io/picard). For each coordinate that exhibited a C-to-T change only in the wild-type sample (that is, not in the knockout alignment, such that only APOBEC1-dependent C-to-T changes are kept) and met a number of stringent quality control thresholds (minimum of five reads covering site, with at least two reads supporting the editing event, excluding sites that showed multiple types of transitions; and discarding reads that contain indels, support an edit in the first or last two base pairs of a read), the angle between the corresponding vectors for the wild-type and knockout were compared. Putative hits were retained if the magnitude of the wild-type vector was at least 15 and the angle between the wild-type and knockout vectors was at least 0.11 radians (approximately equivalent to a minimum coverage of 20 reads and an editing rate of 10%). Potential sites were also filtered against genomic DNA-derived SNPs in dbSNP138, and removed if they occurred within four base pairs of a splice junction (using the exon junctions compiled by the Zhang lab, using OLego^34^) or in simple or tandem repeats (softmasked regions by RepeatMasker). Reads supporting edits were run through BLAT^35^ to ensure that they were not ambiguously mapped. The pipeline was programmed using Bash and Python with the Pysam (https://github.com/pysam-developers/pysam) pileup engine. RNA editing events were then validated by designing primers proximal to the sites of interest, amplifying those regions from cDNA and genomic DNA from both wild-type and *APOBEC1*^*−/−*^ cells, and performing colony sequencing.

### Targeted single-cell RT–PCR

To analyse editing of specific sites in single cells, single wild-type macrophages were sorted into 96-well PCR plates with 5-μl of lysis buffer, containing 0.45% NP-40, 0.36 U μl^−1^ RNAse Inhibitor and 0.18 U μl^−1^ Superase-In (Ambion). RT–PCR amplification was done with gene specific primers and the OneStep RT–PCR kit (Qiagen), using a modified protocol. Single-transcript molecules were tagged with barcoded gene-specific primers that have an additional universal sequence, used in RT. These primers were then digested with 1 U of Exonuclease I (30 ^o^C for 30 min; NEB)^36^. Afterwards, a mix of universal forward and gene-specific reverse primers were added to the PCR mix and 35–40 cycles of PCR were performed. The PCR products were introduced into bacteria using a TOPO TA cloning kit (Invitrogen) and single bacterial colonies were sequenced using Sanger sequencing. The resulting sequences were then aligned to the reference transcriptome (Macvector) and PCR duplicates were eliminated using the barcodes.

Transcript specific primer sequences were as follows: B2m primers: RT: 5′-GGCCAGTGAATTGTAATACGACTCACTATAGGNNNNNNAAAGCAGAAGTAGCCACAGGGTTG-3′. PCR-reverse: 5′-TTAAGCATGCCAGTATGGCCGA-3′; Anxa5 primers: RT: 5′-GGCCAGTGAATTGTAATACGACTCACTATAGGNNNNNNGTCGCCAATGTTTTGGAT ACTACCATC-3′. PCR-reverse: 5′-GCGACACATCTGGAGACTATAA GAAGGC-3′; Cybb primers: RT: 5′-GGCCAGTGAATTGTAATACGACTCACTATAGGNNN NNNGAGGGTTTGTGCCTAGTCTTATTGCA-3′. PCR-reverse: 5′-GCATGCGCTCATCTTGTTTTGACTTC-3′. Universal PCR-forward: 5′-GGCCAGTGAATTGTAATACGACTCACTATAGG-3′.

### Statistical methods

For full methods, please see Supplementary Methods. Artificial data were generated by randomly sampling the number of edited reads to attain effective editing rates in the desired ranges (for example, for cell *j*, 20 of 20 reads may be randomly selected as edited, for 100% editing within that cell). An implementation of our model is publicly available as a package written using the Julia programming language: https://github.com/scidom/CellwiseEditingDifferentiation.jl

### Data availability

Bulk and single-cell macrophage RNA-sequencing data are publicly available in the NCBI GEO repository under the accession number GSE74720. The experimental data used to generate the graphs presented in the paper are provided in Supplementary Data 1 (macrophages) and Supplementary Data 3 (dendritic cells).

## Additional information

**Accession codes:** Bulk and single-cell macrophage RNA sequencing data are publicly available in the NCBI GEO repository under the accession number GSE74720.

**How to cite this article:** Harjanto, D. *et al*. RNA editing generates cellular subsets with diverse sequence within populations. *Nat. Commun.* 7:12145 doi: 10.1038/ncomms12145 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-6, Supplementary Tables 1-2, Supplementary Methods and Supplementary References

Supplementary Data 1 C-to-U edit lists as identified from bone marrow-derived macrophages. Modeled sites are bolded, and editing rates are provided for bulk and single cell data. Editing rates and coverage for both single cells and bulk for the simulated sites are also provided on a separate sheet.

Supplementary Data 2 APOBEC1 expression levels in TPM from bulk and single cell RNA-seq data

Supplementary Data 3 Editing rates and coverage for simulated sites for single cells and bulk ("tube control") samples from LPS-stimulated dendritic cells

Supplementary Data 4 Values for 95% HPD intervals on posterior distribution of variances for presented simulations

Supplementary Data 5 SRA coordinates for dendritic cells' RNA-seq datasets used from GSE48968

Peer Review File

## Figures and Tables

**Figure 1:**
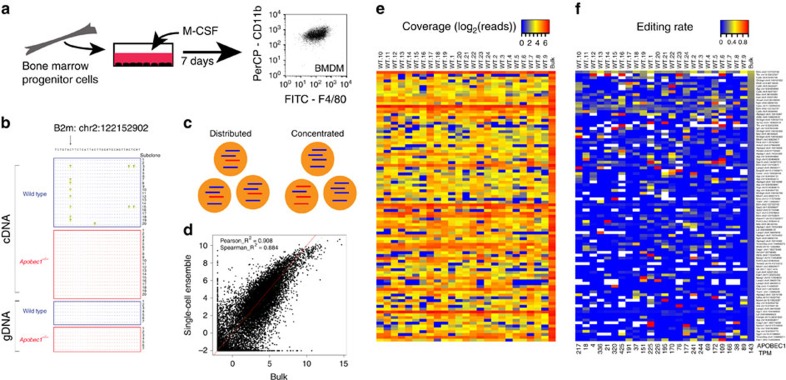
RNA editing in macrophages. (**a**) The macrophages analysed in this study are derived from murine bone marrow, and matured *in vitro* with macrophage colony-stimulating factor (M-CSF). They are terminally differentiated (as indicated by homogeneous CD11b+ and F4/80+ staining) and have exited the cell cycle, and thus constitute a uniform population. (**b**) Example of a site-specific C-to-U editing event, on the 3′-untranslated region of B2m (chr2:122152902), with Sanger sequencing of cDNA from RNA and genomic DNA from macrophages from wild-type and *APOBEC1*^*−/−*^ mice. (**c**) Cartoon of the two hypotheses to be tested: edited reads (red) may be either distributed proportionately across a population with respect to unedited reads (blue) corresponding to the same segment of a transcript, or concentrated in subsets of cells. In both distributed and concentrated cases, the effective bulk editing rate is 25%. (**d**) Log2(FPKM+1) values plotted for a bulk RNA-seq experiment and for the ensemble of reads from 24 single-cell RNA-seq experiments for macrophages from wild-type mice. Red line indicates *x*=*y*, and dotted green line indicates the fitted regression curve. Heat maps plotting the coverage in log2(reads) (**e**) and the corresponding editing rates (**f**) for high confidence C-to-U edited sites in the 24 single-cell and bulk macrophage RNA-seq data sets. Expression levels of APOBEC1 in transcript per million mapped reads are also provided under the heat map of editing rates (and also in Supplementary Data 2). Sites are sorted in order of descending bulk editing rate. One edited site in B2m is at the top of the list; an edited site within Cybb is third from the top of the list. FPKM, fragments per kilobase of transcript per million mapped reads.

**Figure 2:**
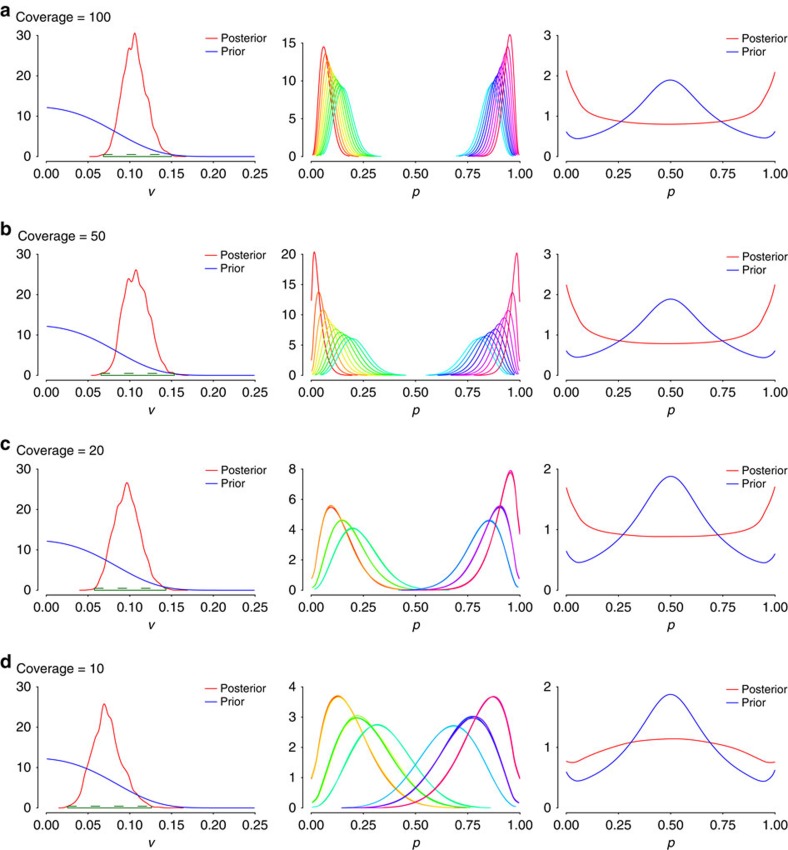
Effect of changes in coverage on model. Histograms of variance of editing rates (left), editing rates (middle) and marginal editing rates (right), for varying coverage ((**a**) 100; (**b**) 50; (**c**) 20; and (**d**) 10 reads per cell, for 20 cells per simulation) using artificial data with high variance.

**Figure 3:**
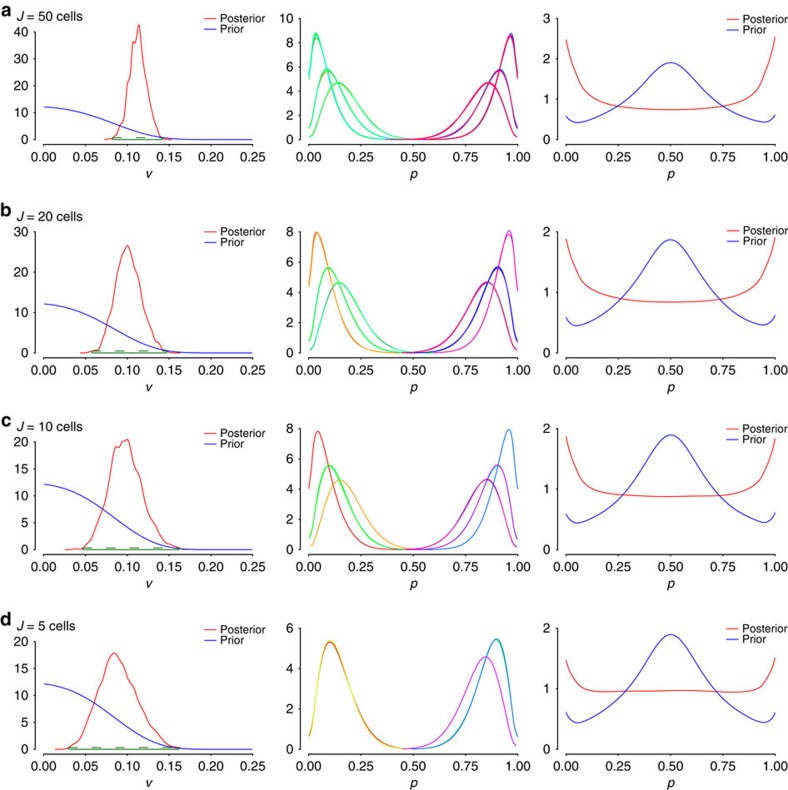
Effect of changes in cell number on model. Histograms of variance of editing rates (left), editing rates (middle) and marginal editing rates (right) for varying number *J* ((**a**) 50; (**b**) 20; (**c**) 10; and (**d**) 5 cells per simulation, with 20 reads per cell) using artificial data with high variance.

**Figure 4:**
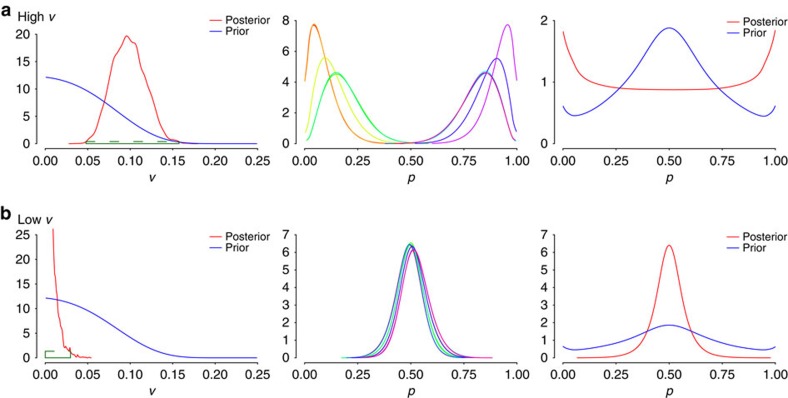
Effect of changing the levels of variance on model. Histograms of variance of editing rates (left), editing rates (middle) and marginal editing rates (right) for two artificial data sets, one with (**a**) high editing rate variance; and the other with (**b**) low editing rate variance.

**Figure 5:**
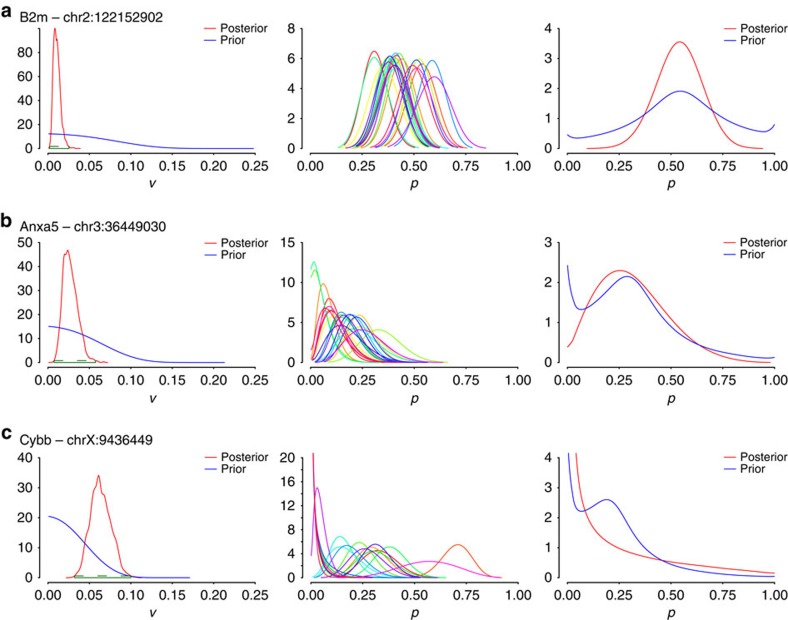
Applying the Bayesian model to macrophages. Simulations run on single-cell data (*n*=24 data sets) for (**a**) B2m—chr2:122152902, (**b**) Anxa5—chr3:36449030 and (**c**) Cybb—chrX:9436449. Left: histograms of variance of editing rates, across all 24 cells for each site with 95% HDP values, computed from the posterior distribution of the variance, shown as a green dotted line within the plot; middle: histograms of editing rates, denoting the distributions of editing rates for each cell (each cell is labelled with a different colour); right: marginal editing rate histograms, denoting the distribution of editing rates among cells. The posteriors of *v* and *p* have been computed using a quadratic interpolation of the respective Kernel density estimators derived from the Gibbs simulations. In particular, the posterior of *p* has been approximated via Beta kernels, as such a choice naturally adheres to the model assumptions on the distribution of *p* and further facilitates the estimation of densities with bounded support (see for example refs 37, 38).

**Figure 6:**
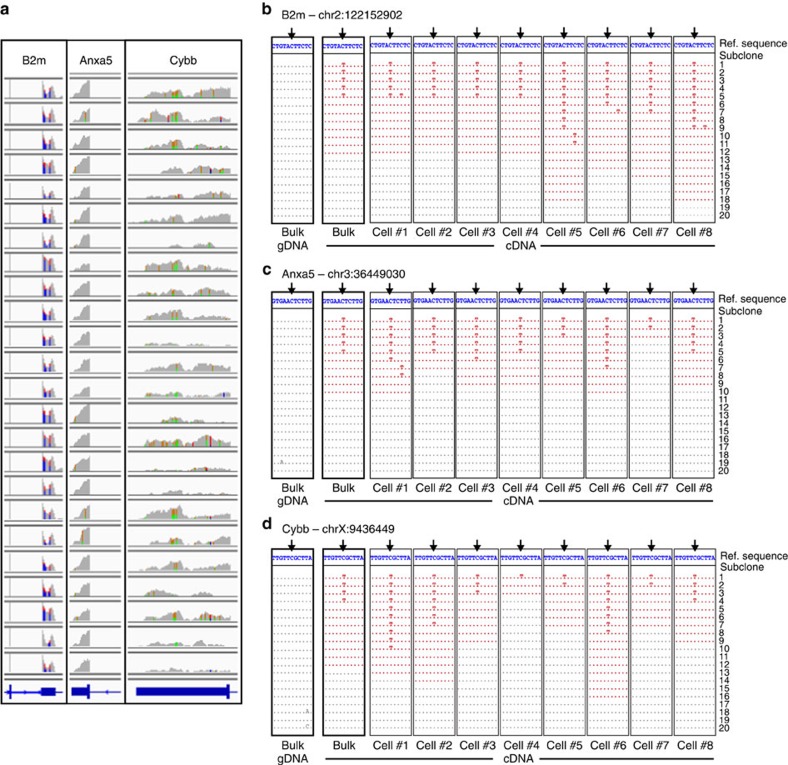
Validation of model predictions using targeted amplification of editable sites from single cells. (**a**) Wiggle plots showing coverage in 3′-untranslated regions for B2m, Anxa5 and Cybb in the 24 bone marrow-derived macrophages profiled. (**b**–**d**) Sequence alignments from targeted RT–PCR amplification and Sanger sequencing of bacterial colonies for (**b**) B2m, (**c**) Anxa5 and (**d**) Cybb transcripts from gDNA and cDNA from a bulk sample (amplified using standard PCR), and cDNA of single cells (amplified using a modified OneStep RT–PCR protocol, per Supplementary Fig. 4). Alignments, showing the sequence space surrounding a particular editable site, are clustered by sample. Alignments are colour-coded to indicate whether the sequence aligned contained (red) or lacked (grey) editing in the length of the amplicon. Though a C-to-U change may not be shown in the narrow window illustrated, a red sequence would indicate that the amplicon sequence contained at least one C-to-U edit elsewhere (red). Lack of editing in the gDNA indicates that the C-to-U transitions observed are bona fide APOBEC1-mediated RNA editing events.

**Figure 7:**
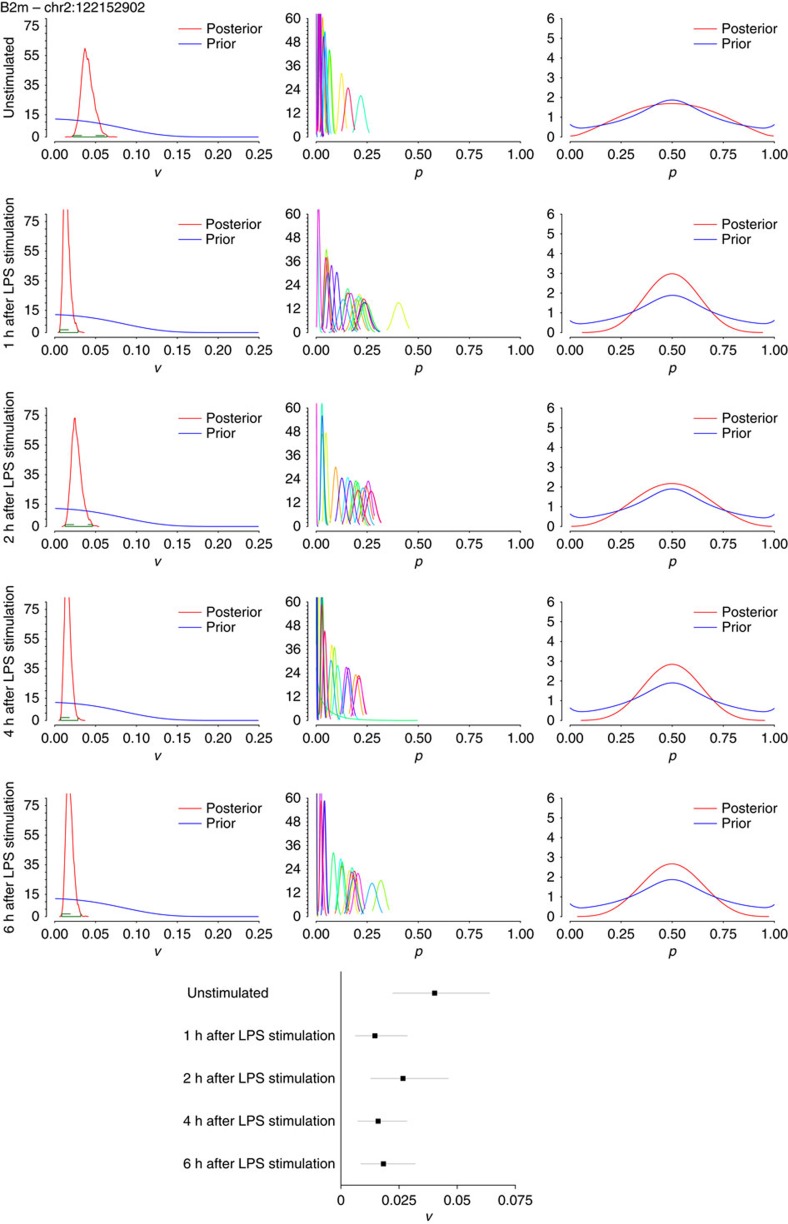
Applying the Bayesian model to dendritic cells 0 to 6h after LPS stimulation for edited site in B2m. Simulations were run on single-cell data (*n*=20 data sets each) and bulk data (from 10,000 cells) for B2m—chr2:122152902. Left: histograms of variance of editing rates, across all 20 cells for each site with 95% HDP values, computed from the posterior distribution of the variance, shown in green over each plot; middle: histograms of editing rates, denoting the distributions of editing rates for each cell (each cell is labelled with a different colour); right: marginal editing rate histograms, denoting the distribution of editing rates among cells. The posteriors of *v* and *p* have been com̀puted as described in Fig. 5. Each row represents data sets of 20 cells each under the indicated times from LPS stimulation (all data from ref. 16). A forest plot summarizing the 95% HPD intervals calculated from the posterior distribution of variance is shown in the bottom centre, with the line segment for each condition spanning the lower to upper bound of the HPD interval, and the box indicating the mean variance.

**Figure 8:**
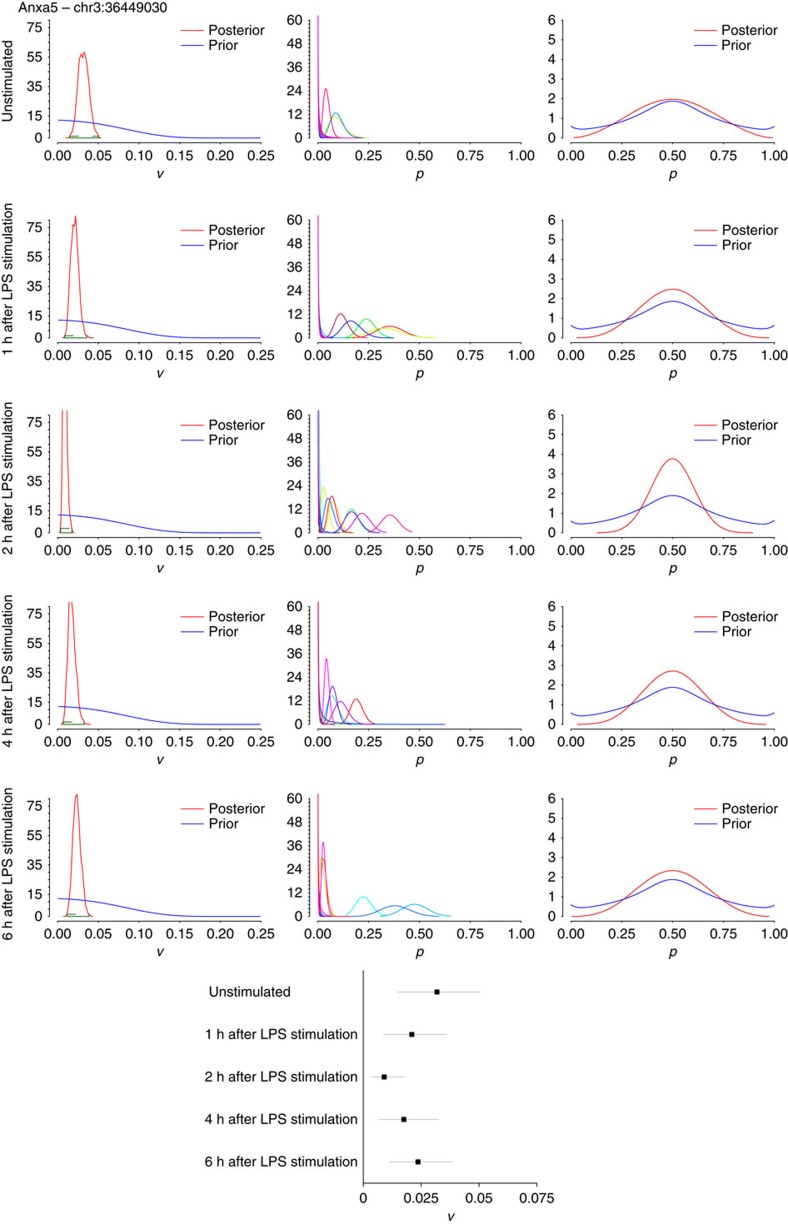
Applying the Bayesian model to dendritic cells 0 to 6h after LPS stimulation for edited site in Anxa5. Simulations were run on single-cell data (*n*=20 data sets each) and bulk data (from 10,000 cells) for Anxa5—chr3:36449030. Left: histograms of variance of editing rates, across all 20 cells for each site with 95% HDP values, computed from the posterior distribution of the variance, shown in green over each plot; middle: histograms of editing rates, denoting the distributions of editing rates for each cell (each cell is labelled with a different colour); right: marginal editing rate histograms, denoting the distribution of editing rates among cells. The posteriors of *v* and *p* have been computed as described in Fig. 5. Each row represents data sets of 20 cells each under the indicated times from LPS stimulation (all data from ref. 16). A forest plot summarizing the 95% HPD intervals calculated from the posterior distribution of variance is shown in the bottom centre, with the line segment for each condition spanning the lower to upper bound of the HPD interval, and the box indicating the mean variance.

**Figure 9:**
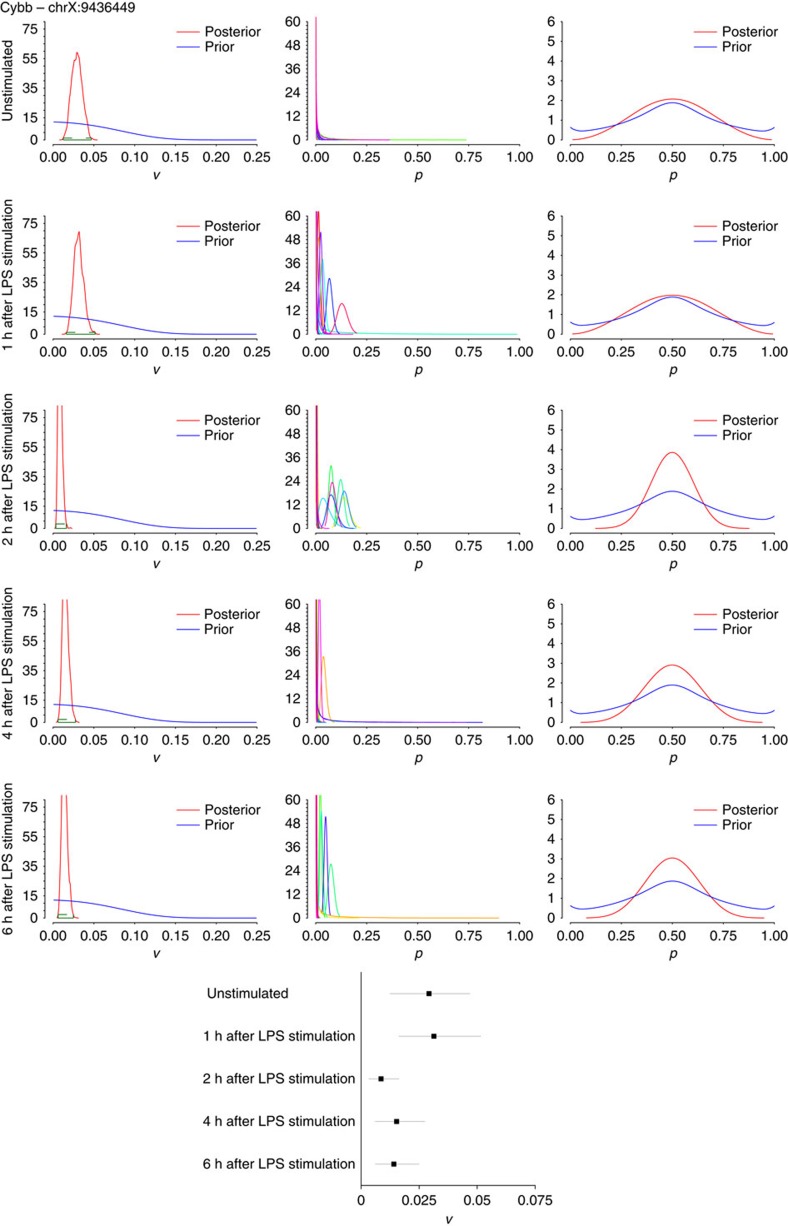
Applying the Bayesian model to dendritic cells 0 to 6h after LPS stimulation for edited site in Cybb. Simulations were run on single-cell data (*n*=20 data sets each) and bulk data (from 10,000 cells) for Cybb—chrX:9436449. Left: histograms of variance of editing rates, across all 20 cells for each site with 95% HDP values, computed from the posterior distribution of the variance, shown in green over each plot; middle: histograms of editing rates, denoting the distributions of editing rates for each cell (each cell is labelled with a different colour); right: marginal editing rate histograms, denoting the distribution of editing rates among cells. The posteriors of *v* and *p* have been computed as described in Fig. 5. Each row represents data sets of 20 cells each under the indicated times from LPS stimulation (all data from ref. 16). A forest plot summarizing the 95% HPD intervals calculated from the posterior distribution of variance is shown in the bottom centre, with the line segment for each condition spanning the lower to upper bound of the HPD interval, and the box indicating the mean variance.

How the deposited data were processed for this re-analysis (not part of the article)

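The data are lists of C-to-U editing sites in bone marrow-derived macrophages of the mouse: sites found in 1 bulk wild-type library against 1 bulk Apobec1 knockout library, and sites edited in 24 single wild-type macrophages.

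The authors trimmed the reads with Trim Galore 0.2.5, aligned them to mm10 with TopHat2, keeping unique alignments, and removed PCR duplicates with Picard. For the bulk list the authors compared base counts at each position between the genotypes and filtered on depth, edited reads, known variants, splice junctions and repeats. The deposited bulk values are the read count at each site and the fraction of reads edited. The deposited single-cell values are the fraction of reads edited per cell, without coverage, and the fraction of cells edited, for sites edited in at least 3 cells. Further filters of the single-cell list are not given in the sources used here. Coverage per cell came from the paper's Supplementary Data 1 for 3 sites and 23 cells, and Apobec1 TPM from its Supplementary Data 2. Gene symbols that a spreadsheet had turned into dates, 3 in the bulk list and 2 in the single-cell list, were restored by position.

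Sites were matched between the lists by chromosome and position and placed on the GRCm38 reference with RefSeq sequence and the GENCODE vM21 annotation. Bulk rates carry exact Clopper-Pearson 95% intervals, at 17 or more reads per site. Rates per site were summarised over covered cells. Pearson's and Spearman's correlations have two-sided permutation p-values from 100000 resamples. Heterogeneity at the modelled sites was tested by reallocating edited reads among cells, and the variance v was computed on a grid of 4000 points from a beta-binomial likelihood. Whether a cell is edited more at many genes at once was tested by the variance over cells of the mean standardised rate, permuting cells within each gene 10000 times. Correlation between sites of one gene was tested over pairs covered together in at least 10 cells, permuting cells within each site 10000 times. Tests used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and matplotlib 3.10.9 for plots.

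The procedures were tested on simulated data. With no variance between cells, the heterogeneity test called 9, 12 and 3 of 200 data sets at the coverage of B2m, Anxa5 and Cybb, and with v at 0.05 it called 200 of 200 at each. The 95% HPD interval held that v in 190, 185 and 188 of 200 data sets. The simulated rates had their mean at the bulk rate that the fit uses. They do not test the case of Anxa5, where the cells pool to 15.3% against 25.8% in bulk. The simulated v of 0.05 also lies above the values found at B2m and Anxa5, 0.0102 and 0.0247. With rates permuted among cells, the shared-level test called 7 of 100 data sets and the test of site pairs 5 of 100. With a shared level of 0.5 SD added to every site, both called 100 of 100.

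Named are the genes the paper names, the 10 bulk sites with the highest rates, the 10 single-cell sites edited in most cells, the 10 with the largest SD among sites covered in at least 20 cells, the 5 genes with most sites in each list, and up to 4 members of each gene list with the highest bulk rates. The paper's Supplementary Data 1 holds lists of the same kind and was seen before this rule was written. Gene lists covered the lysosome, endosome and vesicle traffic, antigen presentation, the phagocyte NADPH oxidase, phagocytic receptors, cytokines, the C-to-U editing machinery and markers of other cell types. Others named in the text, such as the exonic and intronic sites, were chosen after their values were seen.

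Alternatives varied the read depth, the edited reads, the number of edited or covered cells, the treatment of uncovered cells, the prior, mean and coverage behind v, the sites and pairs kept, and each cell left out. The correlation of a cell's mean rate with Apobec1 was not run, because the deposited columns carry no cell names and cells were not identified from their values; the 3 modelled sites were used in its place. Dendritic cells, targeted amplification, simulated data of the paper and gene expression were not analysed here.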

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

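The tests on captured transcripts, reads at Cybb, Apobec1 at the 3 modelled sites, covered sites per cell, cells left out of the shared level, the shared level over sites also in the bulk list, base errors, low editing on the scale of the bulk rates and the absent sites with the highest means were chosen after the data were seen.

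The single-cell list holds 116 sites that the bulk list lacks, a signal at positions outside those the paper discusses. Of these, 3 were edited in all 24 cells: 104440840 and 104440792 in Spp1, at means of 17.6% and 10.4%, and 122152682 in B2m, at 8.43%.

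Many sites of the single-cell list are absent from the bulk list, 46 of them in 41 genes without any bulk site. The bulk list's filters on depth, known variants and changes in the knockout library were not tested as a cause. Chance base errors are argued against by sequence, since 77.6% of the absent sites have A directly 5′ of the C (exact 95% interval 68.9% to 84.8%), against 26.1% of all C nearby. Repeat masking as the source of most of them is argued against, since 11.2% lie in masked sequence (exact 95% interval 6.10% to 18.4%), of which the authors removed simple and tandem repeats, against 11.0% of the bulk list. Low editing, under the bulk list's usual minimum of about 10%, cannot be told apart: their mean rate over cells is 6.34% at the median, against 10.2% for the shared sites, but the shared sites have means over cells of 0.583 times the bulk rate at the median, and on that scale 37.9% of the absent sites lie below 10% (bootstrap 95% interval 26.7% to 60.3%). Nor can it for the absent sites with the highest means: of 82 covered in at least 20 cells, 9 had means over cells of 10% or more, and 1 of them, Spp1 104440840, lay above 10% beyond its spread (lower bound 11.7%, one-sided t interval, Bonferroni over the 82).

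The spread of editing rates between cells is large at some sites and small at others. Few captured transcripts per cell may account for part of it: over the 55 shared sites the scaled variance fell as bulk depth rose (Spearman's rho = -0.536, permutation p = 3e-05), though bulk depth stands in for transcripts only indirectly and depth per cell is unknown. The 55 sites lie in 28 genes, and sites of a gene are not independent, so this p may be too small. The relation was not tried with 1 site per gene. Few reads per cell as the whole of the spread at Cybb is argued against. The lowest bound of the HPD interval of v there, over the priors, means, coverages and left-out cells tried, was 0.0280. That bound takes reads as independent, so it does not cover few captured transcripts that are read several times. Few reads as a part of the spread cannot be told apart, with rho = -0.378 between coverage and distance from the pooled rate (permutation p = 0.0762) over 23 cells. A rise of Cybb editing with Apobec1 expression was not seen, with a rho of -0.385 (permutation p = 0.0712). That rho did not differ detectably from 0, so it does not settle the question. At Anxa5 rho was 0.366 (permutation p = 0.0864). Pearson's r there was 0.503 (permutation p = 0.0147, adjusted p = 0.0441), and 0.272 without the 2 cells farthest from the median level (permutation p = 0.232), so the site is left undecided. At B2m, with a rho of -0.0879, 23 cells are too few to decide. No condition in the design gives a biological explanation to test, and transcription in bursts was not tested.

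Cells edited more at one gene were edited more at others: the variance over cells of the mean standardised rate over 171 sites was 2.90 times its permuted value (permutation p = 1e-04, the smallest that 10000 permutations give), and 1.75 times over the 55 sites also in the bulk list (permutation p = 0.0110). A few cells as the whole source are argued against: the ratio was 2.50 to 3.15 with any 1 cell left out (permutation p = 0.0005 for each, the smallest that 2000 permutations give) and 1.90 without the 3 cells farthest from the median level (permutation p = 0.00770), so those cells carry a part of it. The number of listed sites covered in a cell cannot be told apart (rho = 0.209, permutation p = 0.326), since 24 cells do not decide a relation of that size. A level of editing activity shared by the genes of a cell is thus a hypothesis that depth of the cell's library leaves open.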

How the results depend on the processing

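Alternatives on Apobec1 at the modelled sites, those leaving out single cells or sites outside the bulk list for the shared level and the site pairs, those leaving out B2m and Spp1 or 3 cells for the shared level, and the prior on the square root of v were added after the data were seen. No paired analysis was possible because the columns of the deposited list carry no cell names, and names were not assigned to them from their values. Of 267 alternative values, 253 kept their direction and side of the threshold, or, without a test, stayed within the spread, or, for counts, within 1.5 times; among those counts were 298 and 322 bulk sites, 191 and 207 bulk genes, 131 single-cell sites and 89 genes with several sites. Most of the 267 left out a single cell, and all of those counted as kept, so every change came from the fewer other settings. With at least 30 reads per site, the bulk list held 209 sites in 128 genes, 37 of them with several sites. The 3′ untranslated share was then 99.0% and the mean rate 15.5%. Requiring editing in at least 5 cells left 107 single-cell sites, and requiring a bulk site left 55. The counts follow from fewer sites being kept. The mean rate was 15.2% pooled over reads, which weights sites by depth, and 13.3% with one value per gene. With the mean at the pooled rate of the cells, v at Anxa5 was 0.00526, and that pooled rate was 15.3% against 25.8% in bulk. At B2m and Cybb v was then 0.00849 and 0.0582. There the pooled reads did not differ detectably from the bulk reads (Fisher's exact test on reads, two-sided p = 0.367 and 0.762). The change at Anxa5 thus goes with the distance between its pooled and bulk rates. Without the 2 cells farthest from the median Apobec1 level, r was 0.272 at Anxa5 and -0.389 at Cybb, and with log2(TPM + 1) r was -0.389 at Cybb. By unadjusted p, all of these were no longer past the threshold, though adjusted over the 3 sites Cybb had not passed it before (adjusted permutation p = 0.0571). With log2(TPM + 1) the Anxa5 relation stayed past it by unadjusted p (r = 0.433, permutation p = 0.0390). The loss at Anxa5 comes with those cells; for Cybb the cause was not tested. Over sites of the bulk list alone, mean r between sites of one gene was 0.0349, also no longer past the threshold, on 73 pairs. Leaving out any cell kept the calls of heterogeneity at B2m, Anxa5 and Cybb, with the permutation p at Anxa5 reaching 0.0495. Apobec1 against a cell's mean rate, with its alternatives, was not run. Depth limits what single cells show, since it is known at 3 sites only.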

Differences from the paper's values

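The variance v of editing rates at B2m was 0.0102, and the paper's Supplementary Data 4 gives 0.0448, with an interval of 0.0188 to 0.0774 that is the paper's. Every alternative set before the data were examined also differed: the uniform prior, the half-normal prior, the mean at the pooled single-cell rate, coverage of at least 20 reads and leave-one-out of each cell, with values of 0.00762 to 0.0108.

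At Anxa5 v was 0.0247, and the paper's Supplementary Data 4 gives 0.0104 (the paper's interval, 0.00327 to 0.0236). Values are called different where they are more than 1.5-fold apart and farther apart than 1 posterior SD, taken from the width of the wider 95% HPD interval. By that rule the uniform and half-normal priors, coverage of at least 20 reads and leave-one-out of each cell also differed, and the mean at the pooled single-cell rate did not, with v at 0.00526, which is more than 1.5-fold below the paper's value but closer to it. The rule is not one of intervals: the interval found here with the mean at the bulk rate, 0.0101 to 0.0411, holds the paper's 0.0104, and 0.0199, the lowest value with a cell left out, lies inside the paper's interval. These priors share the paper's tail condition but not its form, and 23 of the paper's 24 cells were used. At Cybb the paper's 0.0825 and the 0.0631 found here do not differ by that rule, and coverage of at least 20 reads, with 0.0527, is the only alternative set beforehand that does.

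Fig. 5 of the paper shows the posterior of v peaking at about 0.01 for B2m, about 0.025 for Anxa5 and about 0.06 for Cybb, read by eye. The posterior means here were 0.0102, 0.0247 and 0.0631, which do not differ from those peaks by the same rule. A peak and a mean are unlike measures and can lie apart in a skewed posterior. The order of B2m and Anxa5 in the paper's Supplementary Data 4, with B2m above Anxa5, is opposite to the order found here with the mean at the bulk rate, where v was larger at Anxa5 with a posterior probability of 95.8%. With the mean at the pooled single-cell rate, v was 0.00849 at B2m and 0.00526 at Anxa5, which is the order of Supplementary Data 4. The bulk and pooled rates of Anxa5 are 25.8% and 15.3%. The order in Fig. 5 is the one found with the bulk rate, and Cybb is the largest in Supplementary Data 4, in Fig. 5 and with either mean.

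The paper's legend to Fig. 1 places a B2m site first by bulk editing rate and a Cybb site at rank 3. In the bulk list, 5 sites in Prkacb, Cd36, Serinc1, Man2a1 and Sppl2a are edited more and B2m 122152902 ranks 6. Among the 55 sites in both lists B2m 122152902 ranks 1 and Cybb 9435726 ranks 3. The places named in the legend are thus those among the sites in both lists. The paper's methods set a minimum of edited reads per site, and 7 sites of the deposited bulk list have fewer than 2 by depth multiplied by rate.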

Other observations

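The tests on the sequence downstream of the edited C, on site pairs within against between genes, and on site pairs without a cell or in the bulk list alone were chosen after the result was seen.

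The single-cell list holds sites in macrophage genes that the bulk list lacks. All single cells were wild-type, so whether editing at these sites depends on APOBEC1 was not tested. The integrin genes Itgb2 and Itgam and the hyaluronan receptor gene Cd44 had 1 site each, with Itgb2 edited in 12 of 23 covered cells at 18.3% ± 20.7 (SD over cells). Lysosomal genes gave Igf2r with 2 sites, at 9.56% and 7.47%, Atp6v1c1 at 10.3% and Atp6v0e at 5.52%, the last edited in 14 cells. Of the C-to-U editing machinery, Celf2 was edited in 4 of 19 covered cells at 4.92%, and the list has a site in Rbm47, a cofactor of APOBEC1, at 11.1% in 3 of 12 covered cells, which has G directly 5′ and lies in masked sequence after a run of A. Tgfbi was edited at 7.62%, and Igf1, which the bulk list holds at another position, at 5.09%. Of the markers of other cell types, none had a site. In the bulk list, antigen presentation had Canx at 23.0% and Erap1 at 11.8% and 10% beside B2m, and Rac1, of the NADPH oxidase, was edited at 8.70%.

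Of the 10 bulk sites with the highest rates, 2 are in the single-cell list, both in B2m. The Cd36 site 17783137, edited at 84.1% in bulk, is not, although 7 other Cd36 sites are, among them 17783087 and 17783263, covered in 15 and 20 cells. Prkacb and Serinc1 have no single-cell site.

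A hypothesis was that the highest bulk rates go with the mooring sequence that lies downstream of the edited C in the classical APOBEC1 target. The form searched for, WRATYANT within 20 nucleotides downstream, was chosen after the 10 sites with the highest rates had been seen, of which 6 carry it, among them those of Prkacb, Cd36 and Serinc1. Over all 410 sites, the 36 with it had a mean rate 8.14 percentage points above the others, which restates that choice. Without those 10 sites the difference was 0.493 percentage points (13.7% ± 4.96 over 30 sites against 13.2% ± 4.31 over 370, SD over sites; two-sided permutation p = 0.555), so no relation beyond the sites that prompted it was detected. In the single-cell list 9 of 171 sites carried it.

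Between sites of one gene, mean Pearson's r over cells was 0.0542 over 316 pairs in 22 genes, of which 165 pairs lay above 0 (permutation p = 1e-04, the smallest that 10000 permutations give), and 0.0481 over 240 pairs more than 100 nucleotides apart, beyond a single read, of which 122 lay above 0 (permutation p = 9e-04). Without the cell in column 22 of the list, mean r was 0.0347 (permutation p = 0.0160), and over the sites also in the bulk list alone 0.0349 (permutation p = 0.0893), so the size rests in part on that cell and on sites outside the bulk list. Sh3bgrl, Atp6ap1 and Spp1 had mean r of 0.232, 0.228 and 0.198 over 10, 6 and 3 pairs, and Lamp2 and Msn -0.0583 and -0.0248. A tie within the gene beyond the cell's shared level is in line with the excess of 0.0368 over pairs of different genes, whose mean r was 0.0174 (permutation p = 0.0130, permuting gene labels over sites), though App holds 105 of the pairs.

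The paper's Supplementary Data 2 gives Apobec1 expression in bulk as 143 TPM in wild-type and 129 TPM in knockout macrophages, values that are the paper's; which exons these reads cover was not analysed here.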
